A study of Homo sapiens with 9 samples. Its data were reported in "HAND1 knockdown disrupts trophoblast global gene expression" (2023).

How the data were processed

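Poly-A RNA of BeWo cells, a human choriocarcinoma line used as a model of placental cytotrophoblast, was sequenced in 9 libraries. The labels divide these into 3 groups of 3: untreated cells, cells given a negative control siRNA and cells given siRNA that the treatment labels call HAND1/2, while the sample titles and the study name HAND1 alone. Groups and replicate numbers were taken from the labels alone, and all 9 columns of the count table matched a label.

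The authors deposited a table of raw read counts per Ensembl gene identifier, with no normalization. Per the labels and the methods of the study, on-column DNase digestion preceded a directional poly-A library kit, and single-end reads were checked with FastQC, trimmed with Trimmomatic, aligned to hg38 with Bowtie2 and counted with featureCounts on a Galaxy server. Versions of these tools, the annotation release, the strand setting and the treatment of multi-mapping reads were not given in the sources used here. Bowtie2 does not split reads across introns, so reads over exon junctions are lost unless most of their length lies in 1 exon. Genes that share sequence with a paralog, a pseudogene or an overlapping gene are uncertain where the counting could divide their reads. The negative control transfection used less siRNA than the HAND1/2 transfection, so siRNA amount and sequence differed together between these groups.

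The table held 60671 identifiers. Symbols, positions and gene types came from a GENCODE annotation of GRCh38, the assembly also called hg38, in which 60401 identifiers were found. Positions are 1-based. One study gene printed under an older symbol, FAM49B, was matched by its identifier to CYRIB. Any count was present for 47594 identifiers, and no entry lacked a gene name.

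Differences were computed in R 4.3.3 with edgeR 4.0.16. Identifiers were kept by filterByExpr with its default settings, which left 9371. Libraries were scaled by TMM factors, and 1 model with a mean for each of the 3 groups was fitted to all 9 libraries with the quasi-likelihood test, without a block. P-values were adjusted over all tested identifiers by the Benjamini-Hochberg method. The comparisons were HAND1/2 siRNA versus negative control siRNA, negative control siRNA versus untreated, HAND1/2 siRNA versus untreated, and HAND1/2 siRNA versus the mean of both control groups. Counts of calls are given at an adjusted p under 0.05 and at the threshold of the study, an unadjusted p of at most 0.05 with a log2 fold change above 1 or below -1. Levels are in CPM, the count relative to the TMM-scaled library size, as mean ± SD of the 3 libraries of a group. HAND1 and HAND2 were also compared by a two-sided exact permutation test on log2(CPM + 0.5), for which 3 libraries against 3 allow no p below 0.1. Where a group held few counts, counts were pooled over its libraries and a ratio is given with its exact 95% interval. Against a group with no count, the ratio is computed from a floor of 3 counts over the whole group, which takes the counts of the other group as exact. Where those are few, the exact limit given beside it is the bound. Floors and intervals cover counting error only, since PCR copies cannot be told from separate molecules.

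The design, the gene lists, the rule for named genes and all but 2 of the alternatives were fixed before the data were examined. The rule names HAND1, HAND2 and the genes the study printed for BeWo and endothelial cells. It then names the 10 identifiers with the largest change in each direction (5 outside the comparison with negative control siRNA) among those at an adjusted p under 0.05, with a mean logCPM of at least 1 and no overlap between the libraries compared. Where fewer than 5 passed in a direction, it takes as many by smallest unadjusted p among those past the threshold of the study, called nominal below. It adds up to 4 members of each list with the smallest unadjusted p, ACTB and GAPDH, and the 5 identifiers with the most counts. The 34 lists cover trophoblast states, placental functions, the pathways the study discusses, interferon and stress responses, abundant housekeeping classes and markers of other cell types. Lists with at least 5 tested members, 28 in all, were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over lists.

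Steps were checked on counts simulated for 9371 identifiers from their mean levels, dispersions and library sizes over all 9 libraries. In HAND1/2 siRNA, 50 were changed at each of 4 fold sizes. Libraries were drawn independently, without any structure by replicate number, so recovery in the real libraries was not measured. At an adjusted p under 0.05 the test recovered 52% of 2-fold increases, 52% of 2-fold decreases, 96% of 4-fold increases and 86% of 4-fold decreases. Of 8824 unchanged identifiers it called 15, and 64 passed the threshold of the study. The fitted biological coefficient of variation was 14.3%.

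Library totals ran from 1431848 to 3090502 counts, against a read depth of 25M in the labels, so 3 counts correspond to between 0.971 and 2.1 CPM. Within groups the chi-square per degree of freedom between replicates was between 1.8 and 6.91, so no pair agreed within sampling noise and all were kept as separate libraries. The methods of the study give biological replicates on at least 3 different passages, count the knockdown in passages and give n = 3 for sequencing without repeating the unit. The p-values therefore measure the spread between these libraries.

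Libraries with the same replicate number were checked for shared deviations from their group means, across tested identifiers. The correlations were 0.155, 0.38 and 0.436 between HAND1/2 siRNA and negative control siRNA, and 0.114, 0.201 and 0.24 between HAND1/2 siRNA and untreated. All were over 0.1, so the numbers were taken to pair these libraries, from the data rather than from a statement in the labels. The fit with the replicate number as a block is therefore given beside those comparisons where it moved a count by over 1.5 times. It is also given for the comparison with both control groups and for negative control siRNA versus untreated. In the latter not all such correlations were over 0.1, so it was not taken as paired. Pairing of both groups with HAND1/2 siRNA would nonetheless imply pairing there.

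Alternatives were other scalings (RLE, upper quartile, total count), no low-count filter, a filter of at least 1 CPM in at least 3 libraries, DESeq2 1.42.0, limma-voom with and without library weights, the likelihood ratio test, robust quasi-likelihood, only the groups compared, the replicate block, and leaving out each library in turn. For lists they were camera with an estimated correlation and fry. Fits without the 3 libraries with the most genes detected, and the block together with the CPM filter, were added after the counts had been seen. The former leave negative control siRNA replicate 2 alone in its group, where it is assumed to vary like the libraries of the other groups. Overlaps between comparisons that share libraries were set against 30 simulations of unchanged groups.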

Results

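BeWo cells, a choriocarcinoma line that stands in for villous cytotrophoblast, were left untreated or were transfected for 96 h with a negative control siRNA or with siRNA that the treatment labels call HAND1/2. The sample titles and the study name HAND1 alone, so whether HAND2 was targeted as well is not settled. HAND1 and HAND2 are related basic helix-loop-helix transcription factors with roles in placental and heart development. Poly-A RNA was sequenced in 3 libraries per group, and gene expression was read as counts per gene identifier. HAND1/2 siRNA replicates 1, 2 and 3 held 2250499, 2514346 and 2403082 counts. Negative control siRNA replicates held 3090502, 2273431 and 2484002, and untreated replicates held 2529926, 2217423 and 1431848. At the depth of the smallest library, HAND1/2 siRNA replicate 3 had a count in 25456 identifiers and negative control siRNA replicates 1 and 3 in 28120 and 30523, against 17358 to 20828 in the other 6 libraries.

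**Figure D1:**
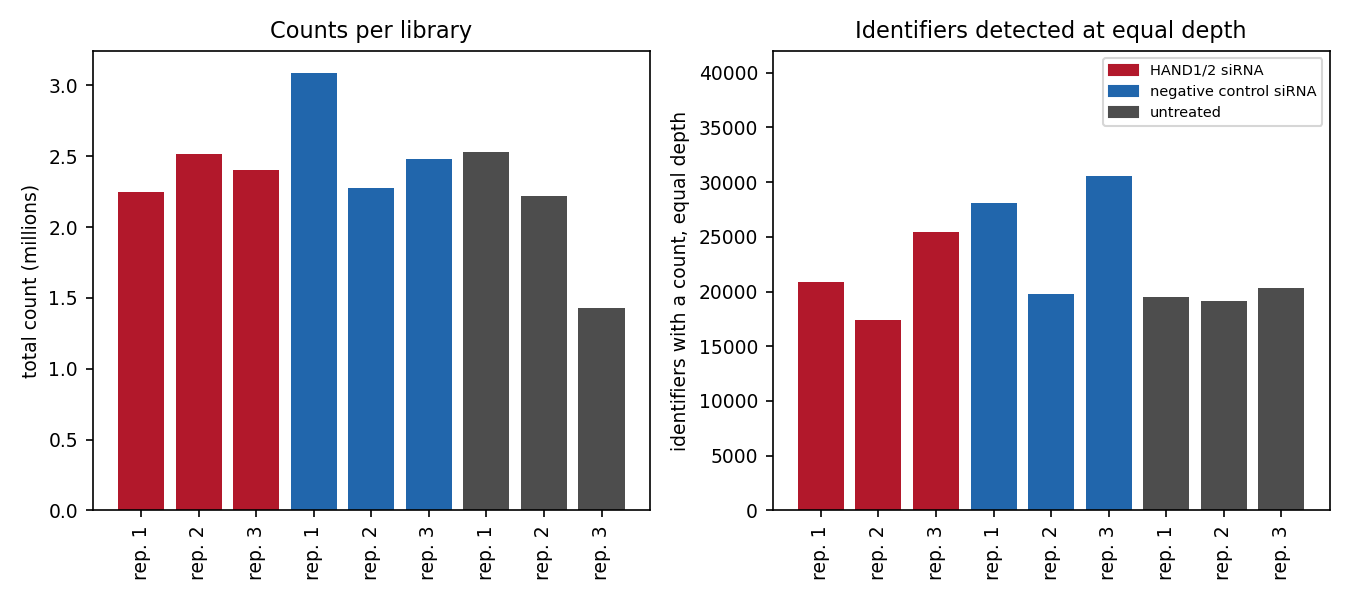
Total counts (left axis in units of 1e6 counts) and identifiers with a count at equal depth (right) for each of the 9 libraries, as bars from 0 coloured by group. HAND1/2 siRNA replicate 3 and negative control siRNA replicates 1 and 3 stand above the others in identifiers detected, at 25456, 28120 and 30523.

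Identifiers of abundant transcript classes held few counts in all 9 libraries together. The 71 cytosolic ribosomal protein identifiers had a median of 25 counts, at the 52.9th percentile of protein-coding identifiers, whose median was 22, and 46 of the 71 held under 100. The 13 mitochondrially encoded genes held no count. ACTB, which encodes beta-actin, had 5.66 ± 3.96 CPM in negative control siRNA libraries and GAPDH, a glycolytic enzyme, had 186 ± 31.6 CPM. The most counted identifiers were NCAPD2 (23360 ± 2300 CPM in the same libraries), HNRNPLL (19350 ± 2160), FCN2 (16890 ± 2720), PPP1R32 (11480 ± 3720) and ANKH (10530 ± 1070). NCAPD2 is a condensin subunit and FCN2 is a plasma lectin made mainly in liver. Every value below is therefore given as listed under an identifier, and is not shown to measure the gene of that name. The position on hg38 is given only for HAND1, HAND2 and some identifiers that rose with siRNA.

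Both HAND genes were near the detection limit. HAND1 (chromosome 5, 154474972 to 154478227) had 0, 0 and 1 counts in the HAND1/2 siRNA libraries, 4, 1 and 1 in the negative control siRNA libraries and 0 in each untreated library. HAND2 (chromosome 4, 173524969 to 173530229) had 0, 0 and 1, then 1, 1 and 3, and again 0 in each untreated library. The pooled ratio of HAND1/2 siRNA to negative control siRNA was 0.179 for HAND1 (95% counting interval 0.00388 to 1.47) and 0.214 for HAND2 (0.00453 to 1.92). On the log2(CPM + 0.5) scale HAND1 differed by -0.92 (two-sided exact permutation p = 0.1, the smallest possible) and HAND2 by -0.86 (exact permutation p = 0.2). A reduction under either identifier was not detectable with so few counts, and both had fewer counts in untreated cells than with the negative control siRNA. All but 1 count of each lay in HAND1/2 siRNA replicate 3 and negative control siRNA replicates 1 and 3, the libraries with the most identifiers detected. Whether the differences follow those libraries rather than the siRNA was not tested. Since abundant classes held few counts under their own identifiers, these counts are not shown to measure HAND1 or HAND2 transcripts. With limma-voom and no low-count filter the HAND1 difference of -1.52 had an unadjusted p of 0.0451, and with library weights -1.84 had 0.0209, whereas no other test fitted reached 0.05.

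The comparison of HAND1/2 siRNA with negative control siRNA asks which transcripts depend on HAND1 in trophoblast. No identifier passed an adjusted p under 0.05, and those named here are nominal. Identifiers listed lower included H2BC15, a core histone gene (5.43 ± 2.92 against 12.8 ± 1.72 CPM, log2 difference -1.24, SE 0.347), and RTTN, a centriole protein gene (9.54 ± 2.09 against 19 ± 7.21 CPM, -1.01, SE 0.294). CFTR, a chloride channel gene, was listed at 3.44 ± 0.822 against 8.19 ± 1.05 CPM (-1.24), and EIF4G2, a translation factor gene, at 4.08 ± 2.57 against 9.55 ± 0.508 (-1.20). Identifiers listed higher included the stress kinase gene MAPK13 (4.95 ± 2.01 against 1.79 ± 0.831 CPM, 1.41, SE 0.591) and the tubulin pseudogene TUBB8P8 (10.5 ± 2.41 against 4.87 ± 1.95, 1.13, SE 0.364).

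Other nominally lower identifiers were PHKG2, a phosphorylase kinase subunit gene (log2 difference -1.87), the zinc finger gene ZNF347 (-1.45), the cilium gene CFAP44 (-1.32), PEDS1, which acts in plasmalogen synthesis (-1.21), ALG1L9P (-1.60) and ENSG00000261564 (-1.17). Other nominally higher identifiers were LINC02275 (1.84), FNBP1P1 (1.37), DYNLL1P6 (1.11), ENSG00000274879 (1.82), ENSG00000279425 (1.52) and ENSG00000272356 (1.31). Untreated cells had ZNF347 at 3.28 ± 1.06 CPM, beside 3.92 ± 2.81 with HAND1/2 siRNA, and H2BC15 at 11.3 ± 1.62 CPM.

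**Figure D2:**
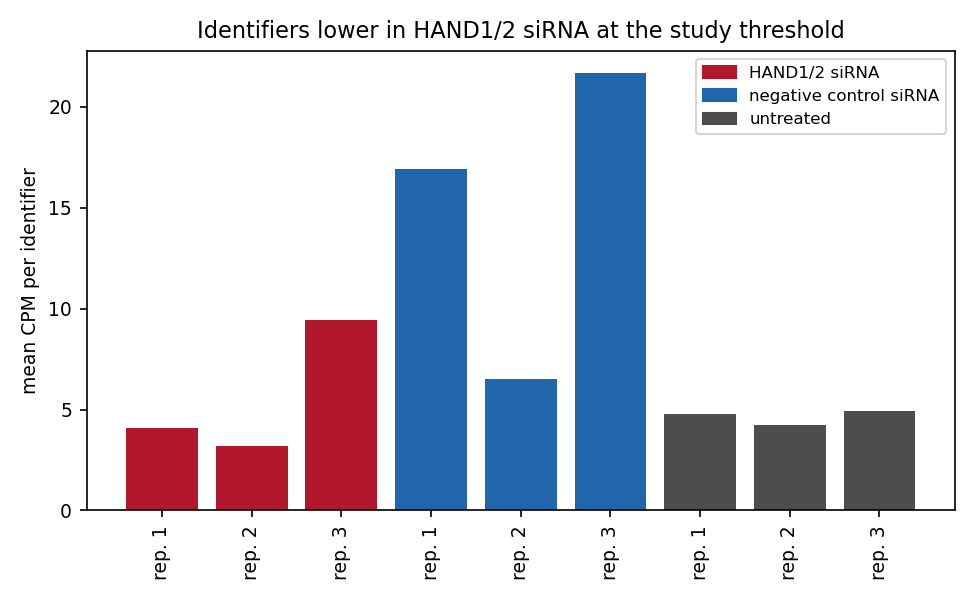
Mean CPM per identifier (bars from 0) in each of the 9 libraries, coloured by group, over the 79 identifiers listed lower with HAND1/2 siRNA at the threshold of the study. Negative control siRNA replicates 1 and 3 stand at 16.9 and 21.7 CPM and replicate 2 at 6.53, beside 4.23 to 4.92 in untreated libraries.

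The edgeR quasi-likelihood test called 0 of 9371 identifiers at an adjusted p under 0.05, where the smallest adjusted p was 0.722. At an unadjusted p under 0.05 it gave 522 against 469 expected by chance. DESeq2, limma-voom with or without weights, the likelihood ratio test and the robust test also called 0, whereas 12 were called with no low-count filter and 1 without negative control siRNA replicate 3. At the threshold of the study, 12 identifiers were listed higher and 79 lower. The libraries of the groups did not overlap for 8 of the 12 and 30 of the 79. These were picked by the same difference, so the 10% that chance gives for unselected identifiers is no reference for them. The total of 91 moved to 238 without HAND1/2 siRNA replicate 2, 286 without HAND1/2 siRNA replicate 3, 359 without negative control siRNA replicate 2 and 178 without negative control siRNA replicate 3. Without negative control siRNA replicate 1, 31 were higher and 35 lower, and without HAND1/2 siRNA replicate 2, 86 and 152. Without the 3 libraries with the most identifiers detected, 55 were higher and 43 lower, but that fit holds negative control siRNA replicate 2 as the lone library of its group and takes its spread from the other groups.

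With the replicate number as a block, 24 identifiers passed an adjusted p under 0.05 in this comparison, 10 higher and 14 lower, and those named were chosen after their values were seen. Higher identifiers included TMEM116 (log2 difference 0.73, edgeR adjusted p = 0.00786), ADAM1B (0.81), and DST, a cytoskeletal linker gene (0.54). Lower identifiers included DRD5P1 (-1.66, adjusted p = 0.00177), OCIAD1 (-1.49), SRGAP2C (-1.71) and NFIA, a transcription factor gene (-2.24). Of the 14 lower, 11 had their 3 highest levels in the 3 libraries with the most identifiers detected, and 11 had untreated cells at or below HAND1/2 siRNA. DRD5P1 was at 18.3 ± 20.4 CPM with HAND1/2 siRNA, 55.1 ± 43.4 with negative control siRNA and 6.92 ± 1.95 in untreated cells. SRGAP2C was at 93.2 ± 99.3, 294 ± 228 and 33.9 ± 1.29 CPM. SRGAP2C and FAM72B, also lower, belong to recently duplicated families whose reads can be divided between copies.

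The 7 BeWo genes that the study named were chosen on these samples, so their direction is not independent evidence, and none had enough counts to be tested here. Pooled over 3 libraries, CALML5, a calmodulin-like gene, had 9 counts with HAND1/2 siRNA and 0 with negative control siRNA, 3.22-fold higher against the floor (exact 95% lower limit of the ratio 2.12). NUBP1, an iron-sulfur assembly factor, had 7 and 0, 2.5-fold higher against the floor (lower limit 1.54). TFAP2E, a transcription factor, had 14 and 1 (ratio 15, 95% counting interval 2.28 to 635), and WNT8A, a WNT ligand, had 9 and 1 (9.65, 1.34 to 423). CYRIB, which the study printed as FAM49B, had 0 and 25, 7.77-fold lower against the floor (exact 95% upper limit of the ratio 0.17). CTTNBP2 had 0 and 23, 7.15-fold lower against the floor (upper limit 0.186), and the cysteine desulfurase gene NFS1 had 0 and 18, 5.6-fold lower (upper limit 0.244). In untreated cells TFAP2E had 10 counts, NUBP1 5, WNT8A 4, CTTNBP2 3, CYRIB 2 and NFS1 1, and CALML5 had 2. These intervals leave out the spread between libraries, which for TFAP2E ran from 0 to 9 counts with HAND1/2 siRNA.

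Of the 7 genes the study named in endothelial cells, CHRDL2, a BMP antagonist, was tested and had a log2 difference of 0.26 (SE 0.469). Pooled counts with HAND1/2 siRNA and negative control siRNA were 1 and 4 for NPPB, 5 and 8 for DMKN, 0 and 4 for ARC, 4 and 13 for ELAVL3, 4 and 10 for HKDC1 and 1 and 5 for GADD45G.

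None of the 28 tested gene lists changed between HAND1/2 siRNA and negative control siRNA by camera at the preset or the estimated correlation, or by fry, and the smallest camera adjusted p was 0.654. As counts are not shown to follow the genes they are listed under, this does not show that the transcripts of these lists were unchanged. The values that follow are log2 differences of single members of lists that did not pass. Among 18 syncytiotrophoblast and hormone genes 10 were positive, and ENDOU, a placental endonuclease gene (0.54), passed when adjusted over the list alone. The others with the smallest p were ALPP, placental alkaline phosphatase (0.23), and PAPPA, pregnancy-associated plasma protein A (-0.45). Among 11 cytotrophoblast and stem-state genes 7 were positive, with EGFR at 0.34 and KRT18 at -0.44. Among 12 extravillous and invasion genes 4 were positive, with ZEB2 at -1.12 and FN1 at -0.61. Of 20 placental transporters 8 were positive, such as SLC43A2 (0.21) and ABCG2 (-0.19). Of 10 angiogenic ligands and receptors 5 were positive, such as FGFR1 (0.26) and ANGPTL4 (-0.42), and of 10 HAND partners and related factors 7 were, such as TCF12 (0.24) and MDFI (0.38).

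Among the signaling lists, 7 of 13 TGF-beta and BMP genes were positive (TGFBR2 0.43, ACVR1B -0.30), as were 10 of 20 PI3K-Akt genes (PIK3R2 0.74, FOXO3 -0.80) and 8 of 18 Rho GTPase genes (RAC2 0.31, CFL1 -0.63). In the Toll-like receptor cascade 11 of 13 were positive (IRF7 0.91, TLR10 0.44). In WNT and beta-catenin signaling 7 of 16 were (APC 0.89, AXIN1 -0.25), and in GnRH and cAMP signaling 9 of 20 (FOS 0.59, PLCB1 -0.95). In MET and PTK2 signaling 3 of 14 were positive (LAMA1 0.23, CRK -0.51). With the looser filter of at least 1 CPM in at least 3 libraries, this list was called lower over 27 members by camera at the preset correlation (adjusted p = 0.00635) but not at the estimated correlation of 0.146 (0.732) or by fry (0.387). It was called higher at the preset correlation between negative control siRNA and untreated, which shares the negative control libraries. Of 17 cardiac conduction and muscle contraction genes 5 were positive (ATP2A3 0.38, CACNA1C -0.90), and of 6 iron-sulfur cluster assembly genes 1 was positive, while NFU1 stood at -0.21.

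Among response and housekeeping lists, 9 of 13 interferon-stimulated genes were positive (STAT1 0.35, RIGI 0.31), 6 of 8 small RNA pathway genes (AGO3 0.35), 10 of 17 proliferation genes (CDK2 0.54, BUB1B -0.49) and 4 of 9 p53 targets (TP53I3 0.59). In the unfolded protein and integrated stress response 6 of 8 were positive (DDIT4 0.66), in hypoxia and glycolysis 6 of 13 (PDK1 -0.48) and in sterol synthesis 5 of 10 (SREBF1 -0.84, IDI1 0.27). Of 19 cell projection and cilium genes 7 were positive, and ARL3, a small GTPase gene (0.56), passed when adjusted over the list alone. Of 23 membrane trafficking genes 10 were positive (CLTC 0.38, VPS35 -1.59), of 10 reference genes 4 (SDHA 0.22, PPIA -0.19) and of 28 cytosolic ribosomal proteins 14 (RPS15A 0.54, RPS9 -0.36). H2BC15 was the single tested replication-dependent histone. Among markers of other cell types were PLVAP (0.28) and CDH5 (-0.93) for endothelium, where 3 of 4 were positive, COL6A3 (-1.06) and FBN1 (0.12) for stroma, where 3 of 7 were, and MS4A1 (0.15) and CD163 (-0.16) for leukocytes, where 5 of 8 were.

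The comparison of negative control siRNA with untreated cells addresses the effect of transfection. The titles of the untreated libraries read Opti Only and no treatment time is given for them, so medium and time may differ along with lipid and siRNA. A few identifiers went from almost no counts to well above the detection limit. ADAM1B, a pseudogene on chromosome 12 (111927018 to 111929017), had 49.8 ± 8.16 CPM with negative control siRNA and no count in untreated cells, at least 96.1-fold higher. MAPKAPK5-AS1 (111839758 to 111842902) rose from 2.78 ± 1.73 to 288 ± 34.2 CPM (log2 change 6.78, SE 0.251), and the neighbouring kinase gene MAPKAPK5 (111842013 to 111902222) from 40.2 ± 14.2 to 1098 ± 198 CPM (4.81, SE 0.2). On chromosome 10, NUDT9P1 (91152605 to 91153349) rose from 2.81 ± 1.84 to 335 ± 47.5 CPM (7.00, SE 0.252), and ENSG00000286981 (91153669 to 91161315) from 0.674 ± 0.192 to 54.6 ± 10.8 CPM (6.23).

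The identifiers on chromosome 12 lay 0.977 Mb (ADAM1B), 1.06 Mb (MAPKAPK5-AS1) and 1 Mb (MAPKAPK5) from OAS1, an interferon-induced antiviral gene, and NUDT9P1 lay 1.73 Mb from IFIT5, another. Other identifiers that rose, named after their values were seen, were TMEM116 (4.34), KCNH7 (4.63), RIGI (3.10), which encodes a cytosolic RNA sensor, NEK1 (2.69), PLVAP (1.60), SAMD11 (1.58) and CEBPZ (1.28). The largest falls were FNBP1P1 (-2.68), TAF1C, a transcription initiation factor gene (-1.83), the splicing factor gene PRPF38B (-1.83), CYP8B1, a bile acid enzyme gene (-1.79), and ARHGAP21 (-1.09). ARHGAP21 fell from 77.6 ± 7.47 to 36.3 ± 2.73 CPM.

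**Figure D3:**
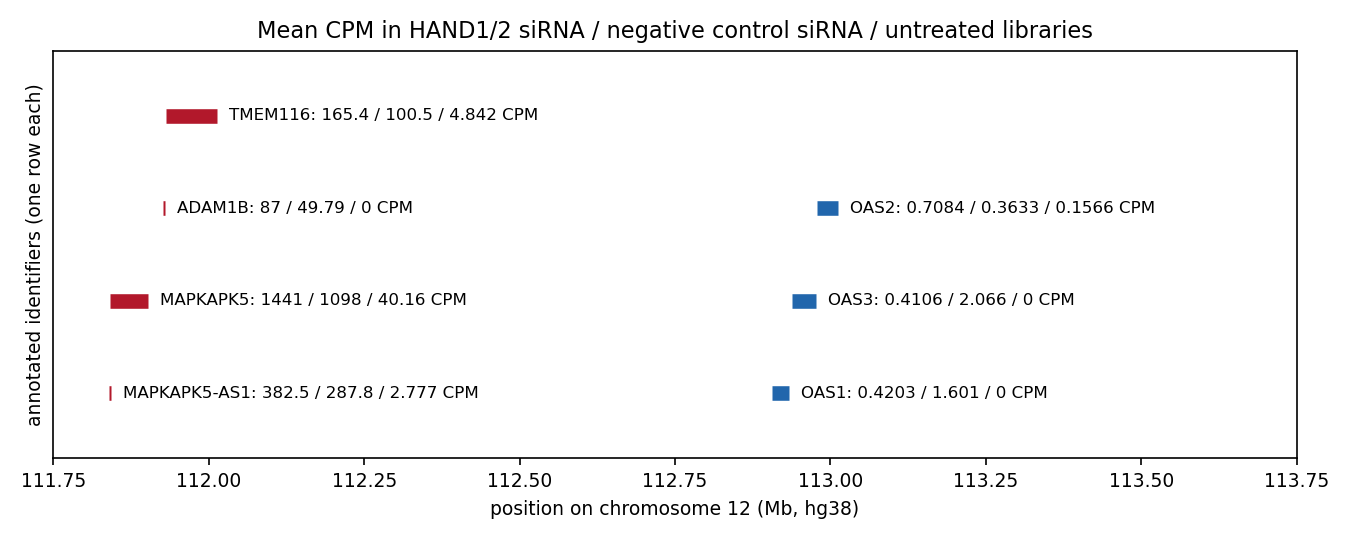
Positions on chromosome 12 of hg38 (Mb) of the 4 identifiers in the region that rose with negative control siRNA (red, left) and of OAS1, OAS3 and OAS2 (blue, right), each with its mean CPM in HAND1/2 siRNA, negative control siRNA and untreated libraries. MAPKAPK5 averaged 1441, 1098 and 40.2 CPM and lay 1 Mb from OAS1, whose own identifier averaged 0.42, 1.6 and 0 CPM.

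The edgeR quasi-likelihood test called 43 identifiers at an adjusted p under 0.05, 33 higher and 10 lower, and the adjusted p of MAPKAPK5-AS1 and NUDT9P1 was 2.53e-11. At the threshold of the study 165 were higher and 152 lower. Without negative control siRNA replicate 2 the counts were 98 at the adjusted p and 572 at the threshold of the study. Identifiers lower at the adjusted p numbered 1 without untreated replicate 1, and 3, 10 and 9 without negative control siRNA replicates 1, 2 and 3. The 5 falls named all failed the adjusted p without untreated replicate 1. Without negative control siRNA replicate 1 or untreated replicate 3, TAF1C was still past it and the other 4 were not. FNBP1P1 also failed without negative control siRNA replicate 3 or untreated replicate 2, PRPF38B without negative control siRNA replicate 2, and CYP8B1 without untreated replicate 2. At the threshold of the study the 165 higher became 280 without untreated replicate 2 and 312 without untreated replicate 3, and the 152 lower became 97 without untreated replicate 1.

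No list was called by camera between negative control siRNA and untreated cells (smallest adjusted p = 0.256). The fry test for change in either direction called 9 lists, led by membrane trafficking (adjusted p = 1.66e-06), interferon-stimulated genes (2.74e-06) and cell projection and cilium genes (5.24e-06). In each of these 1 member was called higher over all identifiers. It was RIGI among interferon-stimulated genes. For membrane trafficking and for cilium genes it was the same identifier, RAB8A (2.12), a vesicle GTPase gene that both lists hold. Of the 13 tested interferon-stimulated genes 6 were positive, with a median log2 difference of -0.02, so the identifiers on the list did not move one way. As counts are not shown to follow the genes they are listed under, this does not show whether interferon-stimulated transcripts moved. With the looser CPM filter camera called MET and PTK2 signaling higher over 27 members at the preset correlation (adjusted p = 0.00556), but not at the estimated one (0.801).

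The comparison of HAND1/2 siRNA with untreated cells combines this difference with that of the knockdown. The same chromosome 12 and chromosome 10 identifiers led it. ADAM1B had 87 ± 11.3 CPM with HAND1/2 siRNA, at least 171-fold higher than untreated cells, MAPKAPK5-AS1 had 382 ± 31.6 CPM (log2 change 7.20), MAPKAPK5 1441 ± 39.5 CPM (5.20), NUDT9P1 458 ± 56.1 CPM (7.46) and ENSG00000286981 57.1 ± 17.5 CPM (6.28). RIGI rose by 3.41 on the log2 scale. TAF1C fell from 21.6 ± 7.42 to 7.55 ± 0.892 CPM (-1.55, SE 0.291, edgeR adjusted p = 0.0182).

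**Figure D4:**
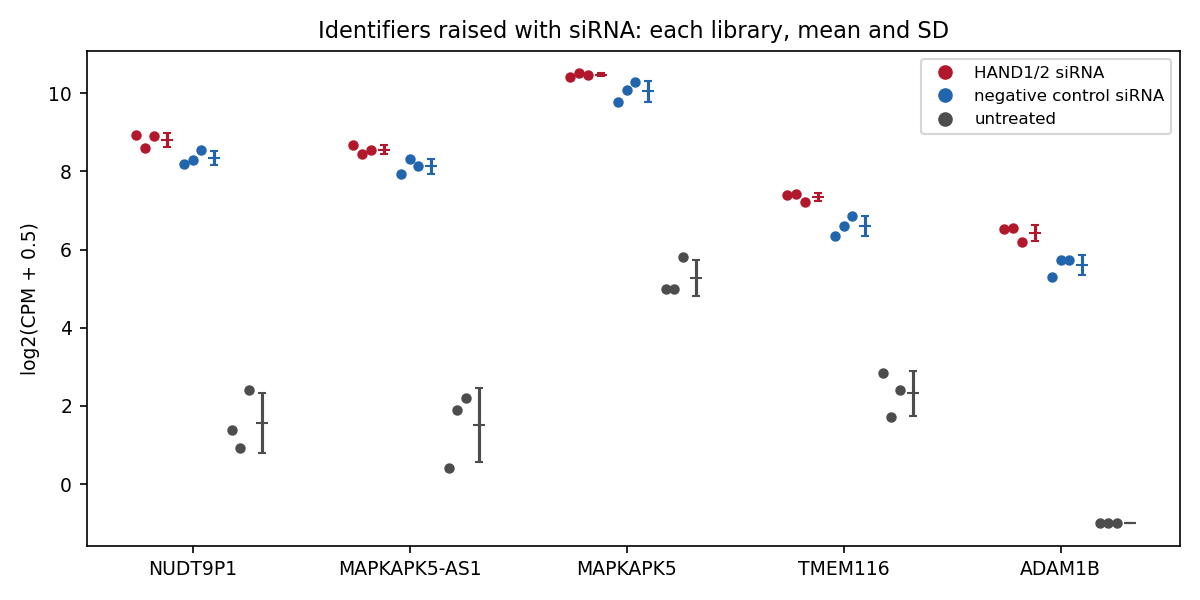
Level on the log2(CPM + 0.5) axis of 5 identifiers raised with siRNA, with a point per library and the mean and SD of each group of 3 beside them. ADAM1B has no count in untreated cells and sits at -1 there, and NUDT9P1 averages 458, 335 and 2.81 CPM with HAND1/2 siRNA, negative control siRNA and in untreated cells.

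Between HAND1/2 siRNA and untreated cells 43 identifiers passed an adjusted p under 0.05 in the edgeR test, 42 higher and TAF1C lower. TAF1C failed without any 1 of HAND1/2 siRNA replicates 1, 2 and 3 or untreated replicates 1 and 2. Nominally lower identifiers were SMIM7 (-1.21), TET3, a DNA demethylase gene (-1.43), PRPH2 (-1.54) and PLA2G2D (-1.41). At the threshold of the study 78 were higher and 87 lower, with total-count scaling 93 and 66, with upper-quartile factors 71 and 108, and with limma-voom 67 and 149. With the replicate block 94 passed the adjusted p, 71 higher and 23 lower. Without HAND1/2 siRNA replicate 1 the count at the threshold of the study was 301, with 218 lower, and without HAND1/2 siRNA replicate 2 it was 188, with 125 higher. No list was called by camera (smallest adjusted p = 0.928), and fry called membrane trafficking, interferon-stimulated genes, cilium genes (each at an adjusted p of 4.54e-06) and leukocyte markers (0.0118) for change in either direction. The leukocyte call held MS4A1, a B cell antigen gene (0.78).

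Against both control groups together, 26 identifiers were higher with HAND1/2 siRNA at an adjusted p under 0.05 in the edgeR quasi-likelihood test, and 0 were lower. Among fits without a block, DESeq2 and limma-voom also called 0 lower, the likelihood ratio test and the fit without negative control siRNA replicate 3 called 1, and the fit with no low-count filter called 2. With the replicate block 55 passed, 53 higher and 2 lower. The rule names those whose compared libraries did not overlap, ADAM1B (log2 change 5.73, SE 0.305), NUDT9P1 (3.95, SE 0.163), MAPKAPK5-AS1 (3.80), TMEM116 (2.89) and MAPKAPK5 (2.80, SE 0.141). Each log2 change averages those against the separate control groups. ADAM1B had no count in untreated cells, so its log2 change is not a measured fold. It averaged 87 CPM with HAND1/2 siRNA and 49.8 CPM with negative control siRNA. ENSG00000286981 (3.17) was also called, but its HAND1/2 siRNA and negative control siRNA libraries overlapped. Since untreated cells make up 1 of the control groups, this contrast holds the difference between transfected and untreated cells as well. Of the 26, 24 were also higher than untreated cells at an adjusted p under 0.05 with each of the siRNAs. For these the call does not show an effect of HAND1/2 siRNA beyond that of transfection. Nominally lower identifiers were H2BC15 (-1.15), PHKG2 (-1.70), CFTR (-1.04), CBX6, a Polycomb gene (-1.71), and ENSG00000247679 (-1.77). At an unadjusted p under 0.05 the edgeR test gave 501 against 469 expected. At the threshold of the study 37 were higher and 31 lower, with total-count scaling 40 and 22, and with upper-quartile factors 32 and 38. The total of 68 became 126, 116 and 119 without HAND1/2 siRNA replicates 1, 2 and 3, and 103 without negative control siRNA replicate 2. No list was called by camera (smallest adjusted p = 0.958), and fry called membrane trafficking (adjusted p = 0.000199), interferon-stimulated genes (2.1e-05) and cilium genes (0.000695) for change in either direction.

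The comparisons share libraries, so their calls overlap without any effect. ADAM1B, MAPKAPK5 and RIGI were among 31 identifiers higher than untreated cells at an adjusted p under 0.05 both with negative control siRNA and with HAND1/2 siRNA. Independent lists would share 0.15. In 30 simulations of unchanged groups with shared untreated libraries, 0.067 were shared on average and at most 1. Unchanged groups give few calls at an adjusted p, so these simulations do not measure the overlap that shared libraries give to lists of this length. Between HAND1/2 siRNA versus negative control siRNA and HAND1/2 siRNA versus untreated, at the threshold of the study, 6 lower and 0 higher identifiers were shared. Independent lists would share 0.73 and 0.1, and simulations gave 10 (4 to 20) and 3.8 (1 to 7). The simulated libraries were drawn independently and left out the pairing by replicate number. The first lay within the simulated range and the second below it, so neither exceeded what shared libraries gave in these simulations. The simulated lists were not matched in length to the real ones, which held 12 higher and 79 lower against negative control siRNA. The ranges are therefore no close reference for either overlap.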

Values the study reported

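The study reported that HAND1 siRNA lowered HAND1 mRNA by 61% in BeWo cells, measured by quantitative PCR against the negative control. In its sequencing of BeWo cells, 664 genes were lower and 59 genes were higher with HAND1 siRNA than with the negative control, counted by unadjusted p-values. It stated that no difference remained in its pairwise comparisons after correction for multiple testing.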

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

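The fits without the 3 libraries with the most identifiers detected and the replicate block combined with the CPM filter were chosen after seeing the data. At the threshold of the study the balance of higher and lower turned under 1 of 19 alternatives for HAND1/2 siRNA versus negative control siRNA. The 12 and 79 turned without those 3 libraries, where negative control siRNA replicate 2 stands alone. It turned under 6 of 19 for negative control siRNA versus untreated (165 and 152, or 146 and 188 without negative control siRNA replicate 1). It turned under 7 of 19 for HAND1/2 siRNA versus untreated (78 and 87, or 93 and 66 with total count scaling). Against both control groups it turned under 7 of 21 (37 and 31, or 40 and 86 without HAND1/2 siRNA replicate 1). No named identifier called in the main or alternative fit was reversed, but sign changes of uncalled ones were not scored. The first comparison had none called in the main fit, so its directions are not shown to be stable. The scalings (RLE, upper quartile, total count), limma-voom, with or without library weights, and robust quasi-likelihood left each total of calls within 1.5 times its value, and the cause was not tested where others moved it. Counts in 1 direction moved more, since limma-voom took the lower calls at the threshold of the study from 87 to 149 for HAND1/2 siRNA versus untreated (library weights took those at the adjusted p from 1 to 6) and those at the adjusted p from 10 to 5 for negative control siRNA versus untreated. In the order given above, calls at an adjusted p under 0.05 numbered 0, 43, 43 and 26 in the 4 comparisons. With no low-count filter the first 2 became 12 and 196. The likelihood ratio test gave 125 for negative control siRNA versus untreated and 42 against both control groups, and only the groups compared gave 73 for the former. With the replicate block the 4 counts were 24, 196, 94 and 55, and with the block and the CPM filter together 100, 573, 157 and 81, of which 2 and 12 were lower against both control groups. Leaving out each library gave 0 to 1, 29 to 98, 29 to 36 and 23 to 27, with 98 without negative control siRNA replicate 2 and 1 without negative control siRNA replicate 3. Without the 3 libraries with the most identifiers detected the counts were 0, 32, 42 and 25, and the last 3 comparisons shared 26 of the 43, 37 of the 43 and 22 of the 26 identifiers.

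At the threshold of the study the 4 counts were 91, 317, 165 and 68. They became 1926, 3743, 864 and 445 with no low-count filter and 550, 1558, 472 and 206 with the CPM filter, where 47594 and 16911 identifiers were tested instead of 9371. For HAND1/2 siRNA versus negative control siRNA, DESeq2 gave 56 and only the groups compared 53. Leaving out each library gave 66 to 359, 323 to 572 (both highest without negative control siRNA replicate 2), 136 to 301 and 63 to 126 (both highest without HAND1/2 siRNA replicate 1). The HAND1 difference of -0.92 was -1.52 by limma-voom and -1.84 with library weights, both with no low-count filter and past an unadjusted p of 0.05. With no low-count filter it was -2.01 by edgeR and -2.24 by DESeq2, neither past it, and it was -1.21 to -0.61 with each library left out. List tests by camera called 0 in each comparison, and 0 with each library left out. The CPM filter gave 1 list for HAND1/2 siRNA versus negative control siRNA and 1 for negative control siRNA versus untreated, and 0 at the estimated correlation. The mixed fry test gave 9 lists for negative control siRNA versus untreated, 4 for HAND1/2 siRNA versus untreated and 3 against both control groups. The overlap of 6 between HAND1/2 siRNA versus negative control siRNA and HAND1/2 siRNA versus untreated was 29 with the CPM filter and 94 with no fold change limit.

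Between negative control siRNA and untreated libraries the correlations of same-numbered deviations were 0.0584, 0.15 and 0.212, not all over 0.1, so this comparison was not taken as paired, and negative control siRNA replicate 1 correlated best with untreated replicate 2 (0.0634). The replicate block changed no list call, and among identifiers named by the rule it added the call of TET3 in HAND1/2 siRNA versus untreated, while with or without the CPM filter it added 6, 3, 7 and 1. In the same order of comparisons, 2729 of 2735, 308 of 340, 324 of 340 and 368 of 370 values of named identifiers stayed on their side of the threshold. Those no longer called numbered 0, 29, 5 and 0. With 3 counts at 0.971 to 2.1 CPM, HAND1, HAND2 and most genes named by the study were compared by pooled counts, and whether depth or the placing of reads keeps those counts low was not tested.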

Other observations

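The tests of neighbours of abundant genes, of row shifts, of an even spread over exons and of other splits of the libraries were written before their results were seen, and all other tests in this part were chosen after. The position of the untreated libraries was first computed on summed levels, and the median over identifiers was chosen after that value was seen. Both are given. The random draws of loci replaced draws of single identifiers after a first result, with the same p, listed genes were later left out of them, and the test of dilution replaced a fit that left negative control siRNA replicate 2 alone in its group. The splits into 3 groups replaced splits of 3 libraries against 6, in a model that merged the control groups and gave 0 and 44 for the real split.

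Counts did not follow the genes they were listed under, since 87 ribosomal protein and reference genes had a median of 38 counts and 33 identifiers raised with negative control siRNA included 1 listed interferon-stimulated gene, RIGI, while 20 others lay near one. A fixed shift of the identifier column is argued against by the highest median of these genes at any of 60670 shifts, 87 counts where 1211 were needed, and counting on the opposite strand by 1 of these 20 overlapping a listed gene on that strand. Displacement to neighbours stays open, as the most counted identifier within 2 Mb of the abundant genes had a median of 16121 counts, above the 95th percentile of 14380 of matched random sets (permutation p = 0.0147 over gene sets, random median 11073). Reads placed by the coordinates of another genome build may be a source of this, as 11 of 21 raised loci (52.4%, listed genes left out) lay within 2 Mb of a listed interferon-stimulated gene, against a random median of 9.68% and a highest draw of 34.5% (permutation p = 1e-04 over loci, the smallest the draws can give) and, outside chromosomes 10 and 12 on which the pattern was first seen, 9 of 19 loci did so (highest draw 36.4%, permutation p = 1e-04). Which build was not tested, no coordinates were converted, and no biological explanation was tested.

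More identifiers were lower than higher at the threshold of the study, 79 against 12, with HAND1/2 siRNA relative to negative control siRNA. Loss of these transcripts under HAND1/2 siRNA as the whole source is argued against by the untreated libraries, which lay at a median position of 0.139 (interval over identifiers -0.0938 to 0.276) from 0 at HAND1/2 siRNA to 1 at negative control siRNA, or -0.1 on summed levels, although 22 of the 79 lay nearer the negative control. Reads spread evenly over annotated exons in HAND1/2 siRNA replicate 3 and negative control siRNA replicates 1 and 3 may contribute. Identifiers silent in the other 6 libraries held 943.1 counts per Mb of exon when protein-coding, 1384 when long non-coding and 1691 when pseudogenes. This range of 1.79 times was under the limit of 2 that had been set. Where counts do not follow their genes, however, displaced reads of transcripts could also fall on these classes alike. The identifiers were also picked for having no count in the other 6 libraries, so the range cannot tell these sources apart. Negative control siRNA replicate 2 was the lowest of its group in 58 of the 79. The source of the added reads, a rise under the negative control siRNA that HAND1/2 siRNA prevents, and loss in the 22 stay open.

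The 33 identifiers raised with negative control siRNA were mostly higher still with HAND1/2 siRNA, 28 of 33, with a median log2 difference of 0.22. Dilution by background reads in the negative control libraries would raise other identifiers of like level alike, and as the whole source it is argued against by random draws of such identifiers, which with total count scaling averaged 0.0213 (95th percentile 0.0869) where the set averaged 0.189. A stronger response to the HAND1/2 siRNA mixture could contribute, as the mean log2 difference of 0.171 was reached in none of the random draws at like level (permutation p = 1e-04 over identifiers, the smallest they can give) and the fry p was 0.0154. However, the libraries of both groups overlapped, and the difference in set level was 0.176 (exact permutation p = 0.2), in a test that left out the pairing by replicate number. Differences between same-numbered libraries were 0.316, 0.123 and 0.0886, all higher with HAND1/2 siRNA, but so few pairs cannot settle it. The amount of siRNA, its sequence and the loss of HAND1 cannot be told apart, since they differ together between the groups.

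For the comparisons of 3 libraries with 3, the 10 splits are too few for a share under 0.05. HAND1/2 siRNA versus negative control siRNA gave 0 identifiers at an adjusted p under 0.05 and 91 at the threshold of the study, where 10 and 6 of the 10 splits gave as many and the highest others were 320 and 345. Both came from HAND1/2 siRNA replicates 1 and 3 with negative control siRNA replicate 3, which points to a structure of the samples that follows the replicate number, and with the replicate as a block the real split gave 24. Among the 4 splits that part all same-numbered libraries, the highest other gave 0 and 80, and those that keep a number together gave 0 to 320 and 58 to 345. Negative control siRNA versus untreated gave 43 and 317, in 1 of 10 splits each, with 0 and 167 as the highest others. HAND1/2 siRNA versus untreated gave 43 and 165, in 1 of 10 splits each, with 0 and 119 as the highest others, or 0 and 46 among the splits that part all same-numbered libraries and up to 0 and 119 among those that keep a number together. For HAND1/2 siRNA versus both control groups, 100 splits of the 9 libraries into 3 groups of 3 were fitted, and 5 gave as many as the real 26 at an adjusted p under 0.05 and 53 as many as the real 68 at the threshold of the study, so these splits do not exclude chance at a share under 0.05 for either. They are not all free of effect, since 1 of the 4 others with at least 26 kept the untreated libraries together and so holds their difference from transfected cells. The highest others, 409 and 270, set HAND1/2 siRNA replicate 2 and negative control siRNA replicates 1 and 2 apart, which also points to a structure of the samples.

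HAND1 had a ratio of 0.179 between HAND1/2 siRNA and negative control siRNA by pooled counts (95% counting interval 0.00388 to 1.47). This is a sequencing ratio and not the quantitative PCR measure of the study, and its interval is too wide to set it above or below the value quoted. It rests on 1 against 6 counts, which are not shown to measure HAND1 transcripts, so it does not test the knockdown. Here 12 identifiers were higher and 79 lower at the threshold of the study. Both are lower than the counts quoted from the study, whose low-count filter is not stated in the sources used. With the CPM filter 62 were higher and 488 lower, and with no low-count filter 108 and 1818. The looser filters therefore narrow or turn the difference from the counts quoted. At an adjusted p under 0.05, 43 identifiers passed in each of the comparisons of siRNA with untreated cells. These are more than the study stated for its pairwise comparisons.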
